# Bioactive natural compounds as potential medications for osteogenic effects in a molecular docking approach

**DOI:** 10.3389/fphar.2022.955983

**Published:** 2022-08-24

**Authors:** Yuqiong Wu, Yulan Liu, Yuanjin Xu, Ao Zheng, Jiahui Du, Lingyan Cao, Junfeng Shi, Xinquan Jiang

**Keywords:** icariin, bioinformatic analysis, hydroxycholesterol, ginsenoside Rb1, bone repair

## Abstract

Bone defect repair and fracture healing are critical challenges in clinical treatments. Bioactive natural compounds are potential resources for medications for osteogenic effects. We have identified icariin, the effective ingredient of *Epimedium pubescens*, to promote osteogenic differentiation of bone mesenchymal stem cells (BMSCs) and repair bone defects. To explore more natural compounds with the potential modality for bone repair, in the present study, we employed an icariin-induced gene expression pattern as an osteogenic model and screened the Connectivity Map database for small molecules with gene expression signatures similar to this model. We verified the effectiveness of this molecule docking approach by introducing hydroxycholesterol, the second highest score of the similarity to icariin, into the osteoinductive experiments *in vitro* and demonstrated its excellent osteogenic effect on BMSCs compared with a BMP-2-positive control group. Based on the compatible result of hydroxycholesterol, subsequently, ginsenoside Rb1 was chosen as the most drug-like natural compound among the molecule docking results from icariin. Finally, ginsenoside Rb1 was demonstrated to promote the expression of osteoblastic genes and ALP activity *in vitro* and repair the calvarial defect of rats *in vivo*. The study aimed to provide diverse choices for clinical application in bone repair and functional regeneration.

## Introduction

Bone defects caused by trauma, tumors, degenerative diseases, etc., have a severe impact on daily life, especially in the aging population (Salhotra et al., 2020). Nowadays, tissue engineering materials with medications or growth factors provide a good choice for the regeneration of bone defects (Yin et al., 2019) since a range of osteo-inductive growth factors has already been shown to be effective to promote bone repair in animal studies. However, due to the high price and high-quality preservation conditions, as well as the limited active periods, the clinical application of growth factors has been limited. Therefore, there is an urgent need to develop suitable surrogate molecules with a better safety profile and lower cost than growth factors.

Natural compounds are a considerable strategy for meeting the demands for healing bone fractures and defects (Bose and Sarkar, 2020). Due to their natural abundance and good cost-effectiveness, traditional Chinese medicine compounds have great potential in the field of bone regeneration. Over recent years, the active ingredients extracted from medicinal herbs involved in traditional Chinese medicine have been studied for the potential application in osteogenic effects. The compounds include naringin (Zhao et al., 2022), curcumin (Sarkar and Bose, 2019), quercetin (Ren et al., 2022), berberine (Jia et al., 2019), resveratrol (Min et al., 2020), and salvianolic acids (Ji et al., 2019), which boost bone regeneration by promoting bone formation or inhibiting bone resorption.

Recently, we have identified that icariin (C33H40O15; molecular weight: 676.67), the major active ingredient of Herba Epimedii, was the standard for its quality control (Cheung et al., 2009). It could correct the decrease of estrogen in the serum and partly restore the decreased weight of the uterus in ovariectomized (OVX) rats (Nian et al., 2009). Furthermore, we have identified that icariin could repair bone defects in rats with osteoporosis (Wu et al., 2017).

To investigate more natural compounds as a potential modality for bone repair, in the present study, we employed the gene expression pattern, followed by the administration of icariin as an osteogenic model, and by comprehensive prediction integrated with bioinformatic analysis, we screened a number of compounds and verified that one of the representative compounds, hydroxycholesterol, acquiring the second highest score of the gene expression similarity to icariin, has a great osteoinductive effect on BMSCs using BMP-2 as a positive control group. Furthermore, we chose another representative, ginsenoside Rb1, which shows a gene expression pattern similar to icariin as well, and found it has excellent osteogenic effects *in vitro* and *in vivo*. The study aimed to provide a novel natural small molecular screening method for osteogenic drug discovery and supply more diverse choices for clinical application in bone repair and functional regeneration.

## Methods and materials

### Cell culture

For the analysis, 4-week-old male Sprague–Dawley rats (Shanghai SLAC Experimental Animal Center, Shanghai, China), weighing about 75 g, were used for bone mesenchymal stem cell (BMSC) isolation and culture. Briefly, the bone marrows of femurs and tibia were flushed out with Dulbecco’s modified Eagle’s medium (DMEM; HyClone, South Logan, UT, United States) supplemented with 100 unit/ml penicillin and 100 μg/ml streptomycin (HyClone). After centrifugation at 1500 rpm for 5 min, the precipitate was then mixed with complete DMEM supplemented with 10% fetal bovine serum (FBS; HyClone) and cultured at 37°C in a humidified 5% CO_2_ incubator. Non-adherent cells were removed by changing the fresh medium every 3 days. When large colonies formed and became confluent, the primary rat BMSCs were passaged. The BMSCs from passages 2–3 were used for the experiments.

### Extraction of total RNA and microarray processing and RNA sequencing

BMSCs were plated on 6-well plates at 2 × 105 cells/well and incubated for 24 h, followed by incubation with icariin or ginsenoside Rb1 at the final concentrations of 20 μM, respectively. Total RNA was isolated from the cells after 24 h of icariin treatment using the TRIzol reagent (Invitrogen, Carlsbad, United States), according to the manufacturer’s recommended protocol. RNA quantity and quality were measured by using the NanoDrop ND-1000 spectrophotometer. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Rat 12 × 135K gene expression array was manufactured by Roche NimbleGen. ds-cDNA was cleaned and labeled, in accordance with the NimbleGen Gene Expression Analysis protocol (NimbleGen Systems, Inc., Madison, WI, United States). Briefly, ds-cDNA was incubated with 4 μg RNase A at 37°C for 10 min and cleaned using phenol:chloroform:isoamyl alcohol, followed by ice-cold absolute ethanol precipitation. The purified cDNA was quantified using a NanoDrop ND-1000 spectrophotometer. For Cy3 labeling of cDNA, the NimbleGen One-Color DNA labeling kit was used according to the manufacturer’s guidelines detailed in the gene expression analysis protocol (NimbleGen Systems, Inc., Madison, WI, United States). Expression data were normalized through quantile normalization and the Robust Multichip Average (RMA) algorithm included in NimbleScan software. The probe level files and gene level files were generated after normalization. All gene level files were imported into Agilent GeneSpring GX software (version 11.5.1). Differentially expressed genes were identified through fold change filtering. Hierarchical clustering was performed by Agilent GeneSpring GX software (version 11.5.1). Gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed using the standard enrichment computation method with GoStats/clusterProfiler packages. *p* < 0.05 was considered statistically significant. According to ginsenoside Rb1, BMSCs were plated on 6-well plates at 2 × 105 cells/well and incubated for 24 h, followed by incubation with ginsenoside Rb1 at a final concentration of 20 μM. RNA-Seq high-throughput sequencing and subsequent bioinformatics analysis were all performed by Cloud-Seq Biotech (Shanghai, China). Total RNA (1 μg) was used for removing the rRNAs using Ribo-Zero rRNA removal kits (Illumina, San Diego, CA, United States), following the manufacturer’s instructions. RNA libraries were constructed using rRNA-depleted RNAs with the TruSeq Stranded Total RNA Library Prep kit (Illumina, San Diego, CA, United States), according to the manufacturer’s instructions. Libraries were controlled for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Inc., United States ). Ten pM libraries were denatured as single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* as clusters, and finally sequenced for 150 cycles on the Illumina HiSeq sequencer, according to the manufacturer’s instructions.

### Pharmacological network analysis

Genes related to osteogenesis and angiogenesis were selected from the GeneCards database (https://www.genecards.org/). The ingredients and their targeted genes were downloaded from the Traditional Chinese Medicine Systems Pharmacology (TCMSP) database (https://tcmspw.com/tcmsp.php). The network analysis of protein–protein interaction (PPI) was performed in the STRING database, version 11.0b (https://string-db.org/).

### Evaluating the effect of hydroxycholesterol on cell viability

Briefly, BMSCs were treated with DMEM (HyClone, United States ) containing 1, 2, 5, 10, 20, and 40 μM hydroxycholesterol (MedChemExpress, New Jersey, United States ); normal DMEM was used as a blank control. The cells were seeded at a density of 1 × 104 cells per well in the 96-well plates. After 6 h, the culture medium was replaced with the aforementioned hydroxycholesterol-containing medium. After incubation for 24 h, cell viability was detected with cell counting kit-8 (Dojindo, Japan), according to the manufacturer’s instructions, and the optical density (OD) was measured at 450 nm (OD450) to calculate the cell relative viability. Cell relative viability = (ODexperiment-ODblank)/(ODcontrol-ODblank) × 100%.

### Alkaline phosphatase staining and activity

BMSCs at 5 × 10^4^ cells/well were cultured in 24-well plates. When the cell reached 90% confluence, the medium was replaced with DMEM containing hydroxycholesterol at various concentrations (0, 1, 2, and 5 μM). Meanwhile, the osteogenic growth factor BMP-2 (100 ng/ml, PeproTech, New Jersey, United States ) was used as a positive control (po in short). Alkaline phosphatase (ALP) staining and activity quantitation were performed on days 3 and 7 after treating with hydroxycholesterol and BMP-2, respectively. Furthermore, BMSCs at 5 × 10^4^ cells/well were cultured overnight in 24-well plates. ALP staining and activity quantitation were performed on day 4 after treating with ginsenoside Rb1 at concentrations of 0, 10, 20, and 40 μM, respectively. For ALP staining, each sample was fixed in 4% paraformaldehyde (PFA) for 10 min and then incubated with a substrate solution from an ALP staining kit (Beyotime), according to the manufacturer’s protocol. After staining, the results were observed using a digital camera (ECLIPSE TS100, Nikon, Tokyo, Japan). The ALP activity was assayed using the Alkaline Phosphatase Assay Kit (Beyotime, Suzhou, China), following the manufacturer’s protocol. The absorbance values (OD) at 405 nm were measured to determine the ALP activity. Total protein contents were assessed using a PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, United States ). OD values were normalized to the bovine serum albumin standard curve at 562 nm. The ALP activity was accessed as an OD value at 405 nm per milligram of total protein.

### Immunofluorescence staining

The BMSCs were implanted in a confocal dish at a density of 10^5^/ml. Then, 24 h later, the medium was replaced with normal DMEM, hydroxycholesterol-containing DMEM, and BMP-2-containing DMEM, respectively. Immunofluorescence staining assay was carried out on day 10. Briefly, samples were fixed with 4% PFA and rinsed in PBS after infiltrating and blocking; specific primary mouse monoclonal antibodies against osteocalcin (OCN, Santa Cruz Biotechnology, United States ) were used overnight at 4ºC, followed by Alexa Fluor 594 Donkey Anti-Mouse IgG (H + L) secondary antibodies (YEASEN, China) for 1 h at room temperature. Fluorescein isothiocyanate (FITC)-phalloidin (YEASEN, China) was applied to show the cell skeleton, while the nuclei were stained with DAPI (Sigma, United States). Confocal laser scanning microscopy (CLSM, Leica, Germany) was used for subsequent observation. The fluorescence intensity was analyzed by ImageJ.

### Identifying icariin-like ingredients using connectivity map (CMAP)

CMAP is a database with a collection of gene expression data sets from cultured human cell lines treated with various small molecules (https://clue.io/). Users can search the CMAP database with two lists of genes (referred to as ‘signatures’ and obtained from any experimental conditions): one in which genes are upregulated and the other in which genes are downregulated (seen in Supplementary Material S1). CMAP reports enrichment scores (which lie between −100 and 100) of all the drugs on the basis of relative correlations between query signatures and reference gene expression profiles of individual drugs in the CMAP database (seen in Supplementary Material S2). Higher positive scores for a given signature indicate that the experimental results of the particular drug treatment in CMAP show a gene expression profile similar to the signature that is provided by the user.

### Osteoblastic gene expression by qRT-PCR

BMSCs at 1 × 10^5^ cells/well were cultured in 12-well plates. When the cell reached 90% confluence, the medium was replaced with DMEM-containing hydroxycholesterol (2 μM) and BMP-2 (100 ng/ml, PeproTech, New Jersey, United States), respectively. The osteogenic growth factor BMP-2 was used as a positive control. After incubating for 3 and 7 days, total RNA from each sample was extracted with RNAiso Plus (TaKaRa, Japan), following the manufacturer’s protocol.

Furthermore, BMSCs plated on 6-well plates were incubated with ginsenoside Rb1 at final concentrations of 0, 10, 20, and 40 μM, respectively. Total RNA was isolated from the cells after 3 and 7 days of treatment with the TRIzol reagent (Invitrogen, United States), according to the manufacturer’s recommended protocol.

Complimentary DNA (cDNA) was synthesized by means of a cDNA Synthesis Reverse Transcription Kit (Fermentas, Thermo, United States). Real-time PCR assay for runt-related transcription factor 2 (Runx2), alkaline phosphatase (ALP), collagen I (Col-1), osteopontin (OPN), and osteocalcin (OCN) were performed using a Light-Cycler system with SYBR Premix Ex TaqTM (TaKaRa, Japan), according to the manufacturer’s instructions (Wu et al., 2015a). Each sample was analyzed in triplicate. The primer sequences (Sangon Biotech, China) used in the present study are listed in Table 1.

**TABLE 1:** List of primers used in the RT-PCR.

Gene	Primer sequence (5′→3′)	Length
Gapdh	Forward: GAC​ATC​AAG​AAG​GTG​GTG​AAG​C	22
	Reverse: TGT​CAT​TGA​GAG​CAA​TGC​CAG​C	22
Runx2	Forward: CAC​AAG​TGC​GGT​GCA​AAC​TT	20
	Reverse: CTT​GCA​GCC​TTA​AAT​GAC​TCG​G	22
ALP	Forward: CTC​CTT​AGG​GCC​ACC​GCT​C	19
	Reverse: GAG​ATC​CGT​TCC​TCG​CTG​GA	20
Col-1	Forward: CAC​TGC​AAG​AAC​AGC​GTA​GC	20
	Reverse: ACA​AGC​GTG​CTG​TAG​GTG​AA	20
OPN	Forward: GCT​GAA​TTC​TGA​GGG​ACC​AAC​T	22
	Reverse: CAA​ACT​CAG​CCA​CTT​TCA​CCG	21
OCN	Forward: GAA​TAG​ACT​CCG​GCG​CTA​CC	20
	Reverse: TCC​TGG​AAG​CCA​ATG​TGG​TC	21

### Animal surgery

A 5-mm diameter full-thickness rat cranial bone defect is a common model for evaluating the bone-forming capacity of the engineered complexes *in vivo*. Twelve female Sprague–Dawley rats aged 12 weeks were obtained from the Ninth People’s Hospital Animal Center (Shanghai, China) for a cranial defect repair experiment, which was approved by the Animal Experimental Ethical Inspection Shanghai Ninth People’s Hospital affiliated to the Shanghai Jiao Tong University, School of Medicine (HKDL[2016]321). The animals were anesthetized by an intraperitoneal injection of pentobarbital (Nembutal 3.5 mg/100 g). A 1.5-cm sagittal incision was made on the scalp, and the calvarium was exposed by blunt dissection. Two critical-sized defects were created by means of a 5-mm diameter trephine bur (Fine Science Tools, Foster City, CA, United States ). Thereafter, the rats were divided into four groups, including silk fibroin hydrogel gel containing no ginsenoside Rb1-loaded HAp granules (group A, silk/HAp, *n* = 3), silk fibroin hydrogel gel containing ginsenoside Rb1-loaded HAp granules (group B, silk/HAp/Rb1, *n* = 3), BMSC-loaded silk fibroin hydrogel gel containing no ginsenoside Rb1-loaded HAp granules (group C, BMSCs/silk/HAp, *n* = 3), and BMSC-loaded silk fibroin hydrogel gel containing ginsenoside Rb1-loaded HAp granules (group D, BMSCs/silk/HAp/Rb1, *n* = 3). The composite silk fibroin hydrogel gel with ginsenoside Rb1-loaded HAp was prepared as described in our previous study (Wu et al., 2022).

### Micro-computerized tomography measurements

The rats in each group were all sacrificed 8 weeks after cranial surgery, and the specimens were fixed in formaldehyde solution. Then, the samples of each group (*n* = 3 for each group) were examined using a micro-CT system (mCT-80, Scanco Medical AG, Switzerland), as described in our previous study (Wu et al., 2015b). The amount of the newly formed bone was calculated by dividing the newly formed bone voxels by the total voxels of the initially implanted micro/nano HAp granule volume. Moreover, three-dimensional images were reconstructed, and the percentage object surface and the trabecular number in the bone defect were calculated by using an auxiliary histomorphometric software application (SCANCO Medical AG, Switzerland).

### Histological and histomorphometric observations

The cranial samples were dehydrated in an ascending concentration of alcohol from 70% to 100% and then embedded in polymethylmethacrylate (PMMA). Three longitudinal sections for each specimen were prepared, as described in our previous study (Wu et al., 2015b). First, the samples were observed for fluorescent labeling using CLSM (Leica TCS, Germany), and fluorochrome staining for new bone formation and mineralization was quantified. The data on yellow (TE), red (AL), and green (CA) represent the bone regeneration and mineralization at weeks 2, 4, and 6 after operation, respectively. Finally, the samples were stained with van Gieson’s picro fuchsin for histological observation. The area of newly formed bone was quantified from the serial section collected from each sample, using a personal computer-based image analysis system (Image-Pro Plus 6.0, Media Cybernetic, United States), and reported as a percentage of the whole bone defect area, respectively.

### Statistical analysis

In this study, the results of repeated experiments were shown as the mean ± standard deviation (SD). Using SPSS 17.0 (SPSS Science) software, the significant differences between data sets were analyzed using one-way analysis of variance (ANOVA), respectively, and indicated by *p < 0.05.

## Results

### Osteogenic bioactive ingredient screening and identification

Icariin has been identified as an osteogenic compound in our previous study (Wu et al., 2017), (Wu et al., 2015a). To investigate the molecular mechanisms of the osteogenic effects of icariin, we performed gene expression profile analysis on BMSCs administered by icariin at 20 μM. By extracting the differentially expressed genes, it was identified that the administration of icariin resulted in an immunoregulation-type gene expression profile (Figures 1A,B). Since icariin has been identified as an osteogenic potential in the previous study (Wu et al., 2017; Wu et al., 2015a), the icariin-induced gene expression signature was defined as an osteogenic transcription model (Supplementary Material S1). Based on this model, we screened the CMap database for small molecules with gene expression signatures similar to this model (Supplementary Material S2). To confirm that this is an applicable approach for finding osteogenic compounds similar to icariin, hydroxycholesterol, which has the osteogenic potential and the second highest score of similarity to icariin, was chosen to be verified (Figure 1C). First, for evaluating the effect of hydroxycholesterol on cell viability, BMSCs were cultured with a medium containing varying concentrations of hydroxycholesterol to determine the appropriate concentration for cell survival. The cell viability was unaffected at hydroxycholesterol concentrations less than 5 μM but decreased significantly when the concentration exceeded 10 μM (Figure 1D). Therefore, hydroxycholesterol concentrations under 5 μM were selected for subsequent experiments.

**FIGURE 1:**
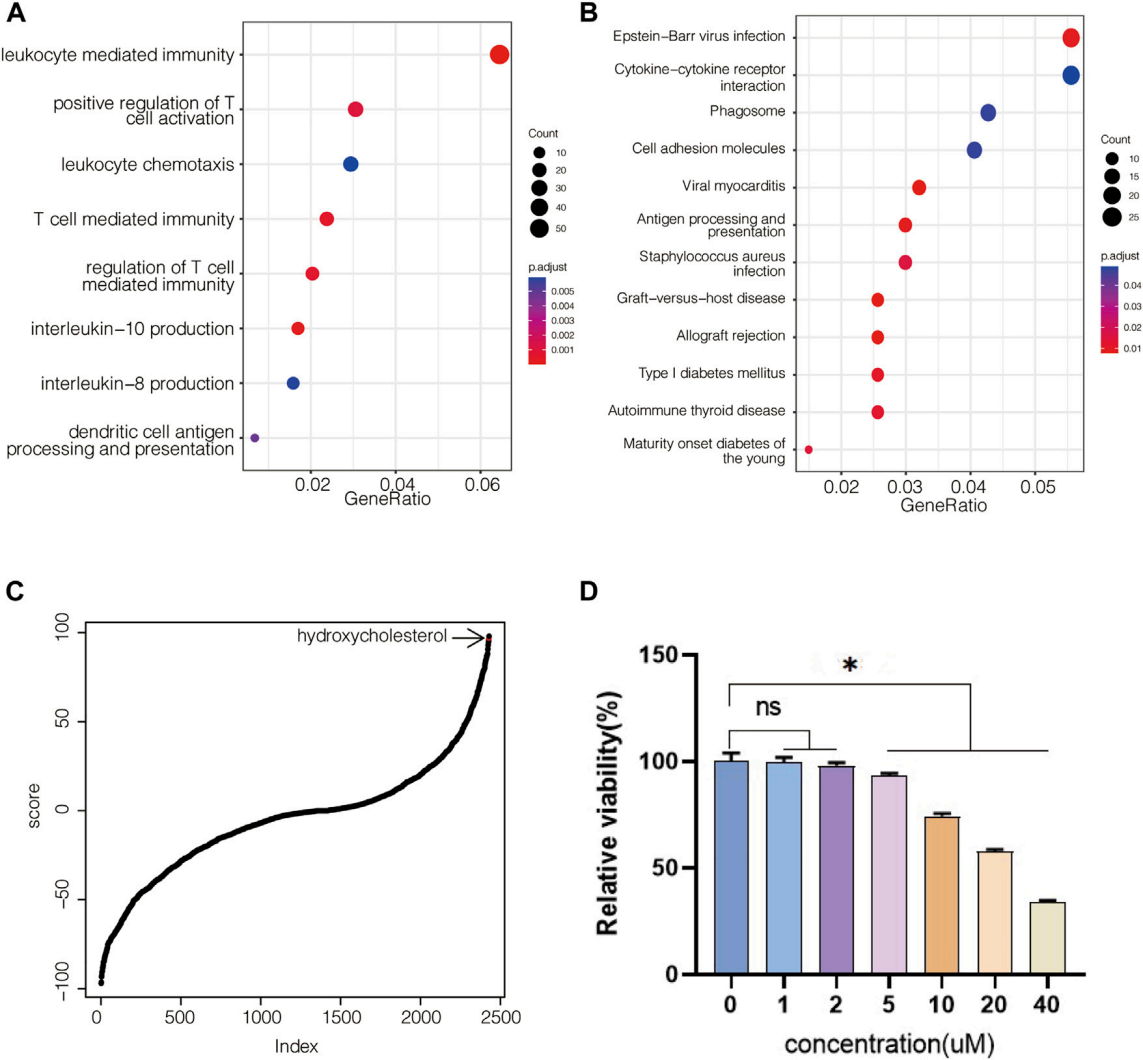
Molecular screening based on the icariin-induced gene expression signature. **(A)** GO-based gene set enrichment analysis of BMSCs administered with icariin at 20 μM after 24 h; **(B)** KEGG-based gene set enrichment analysis of BMSCs administered with icariin; **(C)** hydroxycholesterol is involved in CMap-based molecular screening results from the icariin-induced gene expression signature; **(D)** cell viability of BMSCs administered with different concentrations of hydroxycholesterol (ns, not significant; *, *p* < 0.05).

### Hydroxycholesterol induced BMSC osteogenic differentiation

To investigate the osteogenic effect of hydroxycholesterol, the ALP activity of the BMSCs treated by hydroxycholesterol in a series of concentrations was investigated at day 3 and day 7. It showed that the ALP activity was upregulated by various concentrations of hydroxycholesterol compared with the medium control, indicating that hydroxycholesterol could promote osteogenic differentiation of BMSCs (Figures 2A,B). It is worth mentioning that the ALP activity significantly increased in the 2-μM group. Moreover, a similar tendency was observed in the ALP semiquantitative analysis. Therefore, it is speculated that 2 μM is the optimal concentration of hydroxycholesterol to promote the osteogenic differentiation of BMSCs.

**FIGURE 2:**
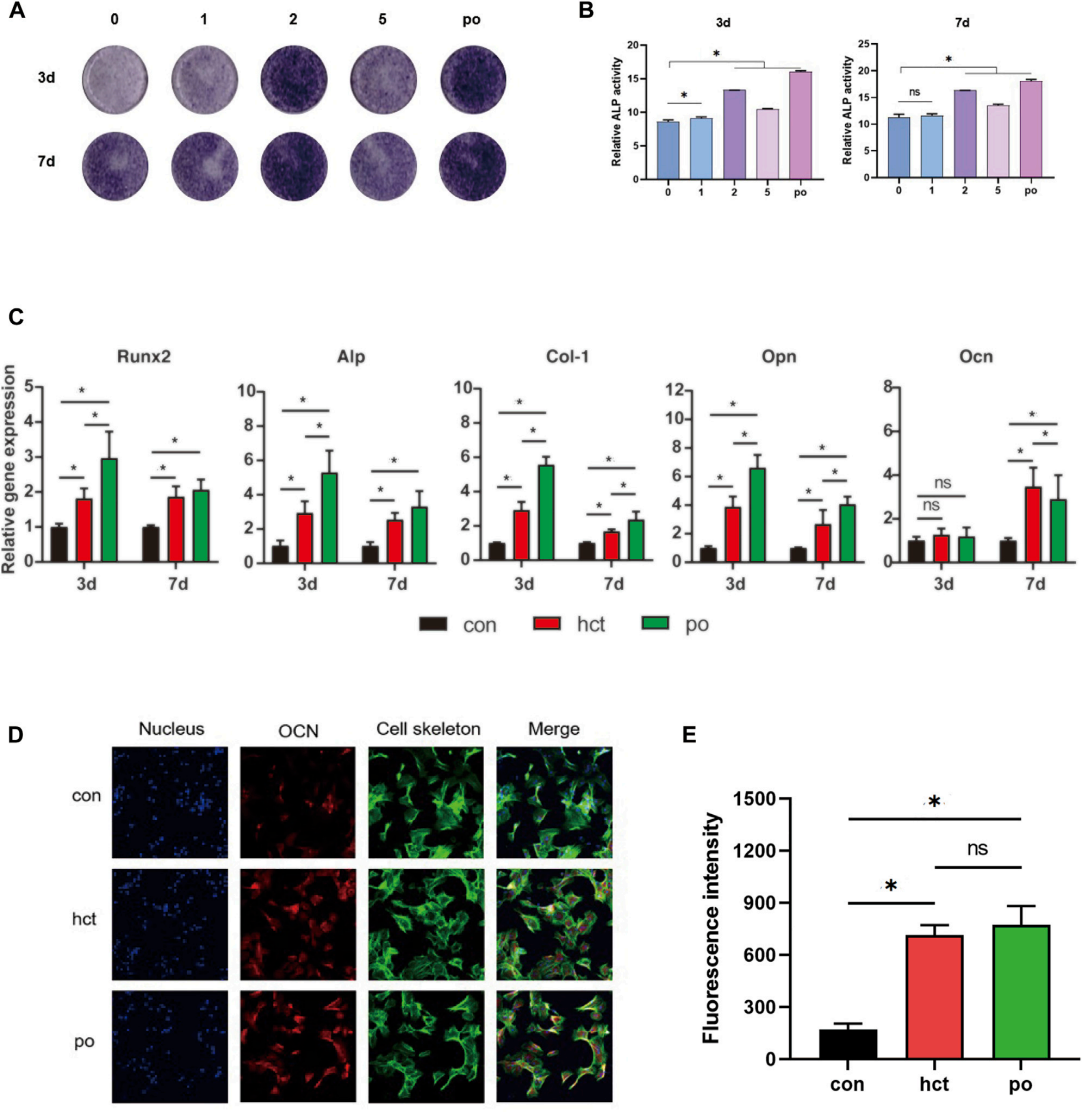
Osteogenic effect of hydroxycholesterol. **(A,B)** ALP staining **(A)** and ALP quantitative activity assay **(B)** of BMSCs administered with different concentrations of hydroxycholesterol and BMP-2 as the positive group (po in short) at days 3 and 7. **(C)** Expression of osteogenesis-related genes in BMSCs, followed by administration of hydroxycholesterol (2 μM) and BMP-2 at days 3 and 7; **(D,E)** immunostaining **(D)** and fluorescence intensity **(E)** of OCN in BMSCs, followed by administration of hydroxycholesterol (2 μM) and BMP-2 at day 7 (ns, not significant; *, *p* < 0.05).

To further evaluate the osteogenic inductive effects of 2 μM hydroxycholesterol, several pivotal osteogenesis-related gene expressions were detected by RT-PCR. With the stimulation, the expressions of Runx2, ALP, Col-1, and OPN increased significantly in 3 days and 7 days (Figure 2C). At day 7, the expression level of the key osteogenic marker OCN in BMSCs also increased significantly in the experimental group, which was slightly higher than that of the positive control group, although the difference between the two was not statistically significant (Figure 2C). The OCN protein level detected by immunofluorescence staining assay after cell treatment was also used to measure the effectiveness of osteogenic induction. Compared with the DMEM control group, the OCN protein level of the hydroxycholesterol group increased significantly, with a similar trend to the BMP-2-positive control group (Figures 2D,E). All these findings demonstrated that hydroxycholesterol had an excellent osteogenic effect on BMSCs, and 2 μM is optimal for constructing an osteogenic microenvironment.

### Ginsenoside Rb1 as a potential osteogenic bioactive ingredient

Since hydroxycholesterol, screened from the icariin-induced osteogenic gene expression model, has a potent effect on osteogenesis at an optimal concentration of 2 μM, we adopted this approach to find the effective osteogenic molecule to investigate if there were other natural compounds similar to icariin. On the basis of the aforementioned evidence, ginsenoside Rb1 was identified to have a similar gene expression profile to that of the icariin-induced osteogenic model (Figure 3A). By means of molecular docking, we obtained a series of ginsenoside Rb1-targeting proteins. By intersecting with proteins related to osteogenesis and angiogenesis, it was found that the effect of ginsenoside Rb1 may be partial to angiogenesis (Figure 3B). By PPI analysis and hub gene analysis, we identified BMP2, MMP9, and EGFR as the core proteins of the ginsenoside Rb1 target (Figures 3C,D). The result of functional gene enrichment analysis showed that ginsenoside Rb1-targeting proteins were mainly related to endothelial cell proliferation, cell adhesion, cell junction, MAPK signaling pathway, EGFR signaling pathway, tube morphogenesis, PI3K-AKT signaling pathway, etc. (Figures 3E,F). Indeed, with the gene expression profile of ginsenoside Rb1 being administered into BMSCs for 24 h at 20 μM, it was found that the over-represented GO terms were mainly involved in the cell cycle (Figure 3G), which is consistent with the predicted function of ginsenoside Rb1 mentioned earlier.

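The gene expression profile came from rat bone marrow mesenchymal stem cells (BMSCs) in 2 groups, each of 3 RNA-seq libraries. One group was given ginsenoside Rb1, a saponin of ginseng, at 20 µM for 24 h, and the other received the solvent DMSO according to the sample labels. The libraries were made from rRNA-depleted total RNA with a stranded kit. The submitters' processing notes name CASAVA 1.8 and HISAT2, and the program that counted the fragments is not given in the sources used here. They also name hg19, a human genome build, whereas the deposited table holds rat Ensembl gene identifiers and rat chromosomes, so the build behind the coordinates is not known. Nothing in the labels or the paper's text says whether the libraries of a group came from separate cultures, and the p-values measure the spread between these libraries, which may be technical.

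The authors deposited an FPKM value and a scaled fragment count per library for 22062 protein-coding genes. Dividing each library's scaled counts by its smallest common step gave whole fragments, within a tolerance of 0.05, for 99.2% to 99.6% of the values. The recovered totals were 8197157, 12615734 and 14177062 fragments in the 3 Rb1 libraries and 10162559, 10777891 and 12337327 in the 3 DMSO libraries. Rb1 replicate 1, the shallowest, stood apart, with a mean correlation of 0.972 with the other Rb1 libraries, against 0.980 and 0.981 for replicates 2 and 3. FPKM values of rows with 1 symbol were summed, which left 21797 genes. The 10781 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), a scale that understates the change of genes at low levels. P-values were adjusted by the Benjamini-Hochberg method. Lists of genes fixed in advance were tested with limma's camera at a preset inter-gene correlation of 0.01.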

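Genes that act in mitosis and in RNA splicing were, as groups, slightly higher in BMSCs given ginsenoside Rb1 than in those given DMSO. This held with a preset correlation between genes and was lost with an estimated correlation (adjusted p = 0.609 from camera for G2 and mitosis, cytokinesis and splicing alike). At the preset correlation, other splits of the 6 libraries, which mix the groups, called from 2 to 10 lists, against 8 in the real split. The calls therefore do not tell an effect of Rb1 from other differences between libraries. No single member passed the test over all genes. Of 44 tested genes of the G2 and mitotic phases, 28 were at a higher and 16 at a lower level with Rb1, with a median log2 difference of 0.15. Nuf2, a component of the kinetochore, was at 3.90 ± 0.19 FPKM (SD, n = 3) with Rb1 and 2.38 ± 0.14 FPKM (SD, n = 3) with DMSO, a log2 difference of 0.54 (standard error 0.11, adjusted p = 0.117 from limma). Ube2c, which marks mitotic cyclins for degradation, differed by 0.37 on the log2 scale, whereas Gtse1, a microtubule-binding protein of G2, differed by −0.46. None of the 44 passed when adjusted over the list alone. Of the proliferation markers, Mki67 was at 2.03 ± 0.07 FPKM (SD, n = 3) with Rb1 and 1.44 ± 0.26 FPKM (SD, n = 3) with DMSO, with an adjusted p of 0.182 from limma. The differences in Top2a, Cdk1, Ccnb1, Ccnd1, Cdkn1a and Pcna lay between −0.08 and 0.22 on the log2 scale, with adjusted p-values from 0.392 to 0.992 from limma.

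Of 65 genes of mitotic cytokinesis, 35 were higher and 30 lower by value, with a median log2 difference of 0.04. Rab11a, a GTPase of the recycling endosome, had a log2 difference of 0.70 and was the 1 member that rose when adjusted over the list alone (adjusted p = 0.0385 from limma). Chmp2b, of the ESCRT-III complex that cuts the last bridge between daughter cells, had a log2 difference of 0.61, the septin gene Sept7 one of 1.46 and the kinase gene Rock2 one of 0.61. Over all 10781 genes tested, 892 were higher and 1575 lower at an unadjusted p under 0.05 from limma. Of the cytokinesis genes 9 were higher and 6 lower at this threshold, 15 in all, where 14.87 would be drawn by chance. The lower ones included Exoc4 and Exoc8 (−0.54 each), Rab11fip3 (−0.42) and Chmp6 (−0.36). Of 128 genes of RNA splicing, 79 were higher and 49 lower, with a median log2 difference of 0.14. Cwc15 and Hnrnpr, which encode a spliceosome protein and an RNA-binding protein, rose when adjusted over the list alone, by 0.69 and 0.76 on the log2 scale (adjusted p = 0.0375 for both from limma). At an unadjusted p under 0.05 from limma, 25 splicing genes were higher and 7 lower, among the latter Lsm7 (−0.63) and Snrpb (−0.59). These were 32 in all, where 29.29 would be drawn by chance. In S phase genes 19 of 28 were higher and 9 lower, and in a list of cell cycle regulators, which holds cyclins, cyclin-dependent kinases and their inhibitors as well as E2F, DREAM complex and CDC25 genes, 18 of 37 were higher and 19 lower, none of which passed when adjusted over the list alone.

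**Figure D1:**
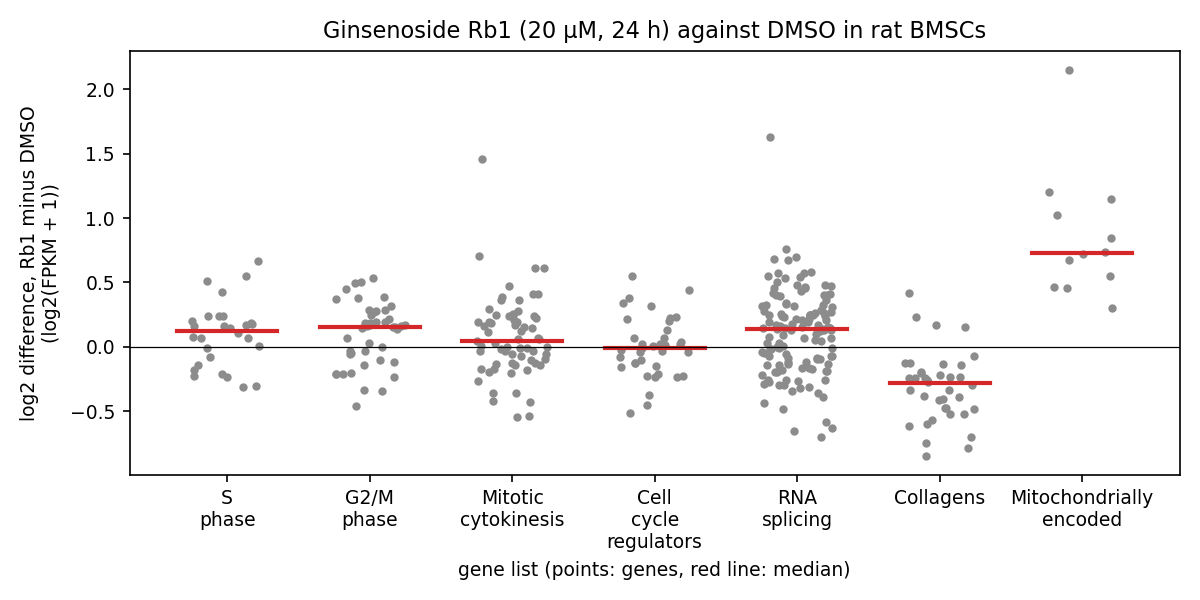
Log2 difference between Rb1 and DMSO of each tested gene (points) in 7 gene lists, with the median of each list as a red line. The median is 0.15 in G2 and mitosis and 0.14 in RNA splicing, −0.28 in collagens and 0.73 in mitochondrially encoded genes. The collagen list also holds genes that process, modify or cross-link collagen, such as Bmp1, P3h3 and Loxl1.

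By limma's camera the adjusted p was 0.0116 for G2 and mitosis, 0.0226 for mitotic cytokinesis, 2.9e-04 for RNA splicing, 0.0851 for S phase and 0.533 for the regulators. With an estimated correlation the first 3 calls were lost (0.609 for each). For the regulators the median and mean lay just below 0 while the test, relative to all genes, pointed up. Over-representation was tested among the 613 genes, 228 higher and 385 lower, with an unadjusted p under 0.05 and a fold of at least 1.5. These held 4 of the cytokinesis genes, where 3.70 would be drawn by chance, 8 of the splicing genes against 7.28, and 0 of the other lists (one-sided Fisher's exact test, adjusted p = 1 for every list). Among the 228 higher genes alone, cytokinesis had 4 genes against 1.38 by chance and splicing 5 against 2.71 (one-sided Fisher's exact test, adjusted p = 0.242 and 0.337). Among the 385 lower genes alone, cytokinesis had 0 against 2.32 and splicing 3 against 4.57. The fold was taken on FPKM + 1, which keeps out some genes at low levels. With a pseudocount of 0.1, S phase held 2 genes (2.345 by chance), G2 and mitosis 3 (3.685) and the regulators 1 (3.099). With quantile normalization 308 genes were higher and 246 lower, so the balance of directions depended on the scaling. The cytokinesis call was lost without DMSO replicate 2 (adjusted p = 0.0529), Rb1 replicate 2 (0.0541) or Rb1 replicate 3 (0.0630), and that of S phase was gained without DMSO replicate 1 (0.0367). Restricting the test to genes with a mean FPKM of at least 5 ended the calls of G2 and mitosis (0.0693) and of cytokinesis (0.0717). The paper states that the over-represented GO terms were mainly those of the cell cycle (Figure 3G). It proposes that this goes with the function it had predicted for ginsenoside Rb1. Its text gives no threshold for the genes behind these terms, and the lists tested here are not the same GO terms.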

**FIGURE 3:**
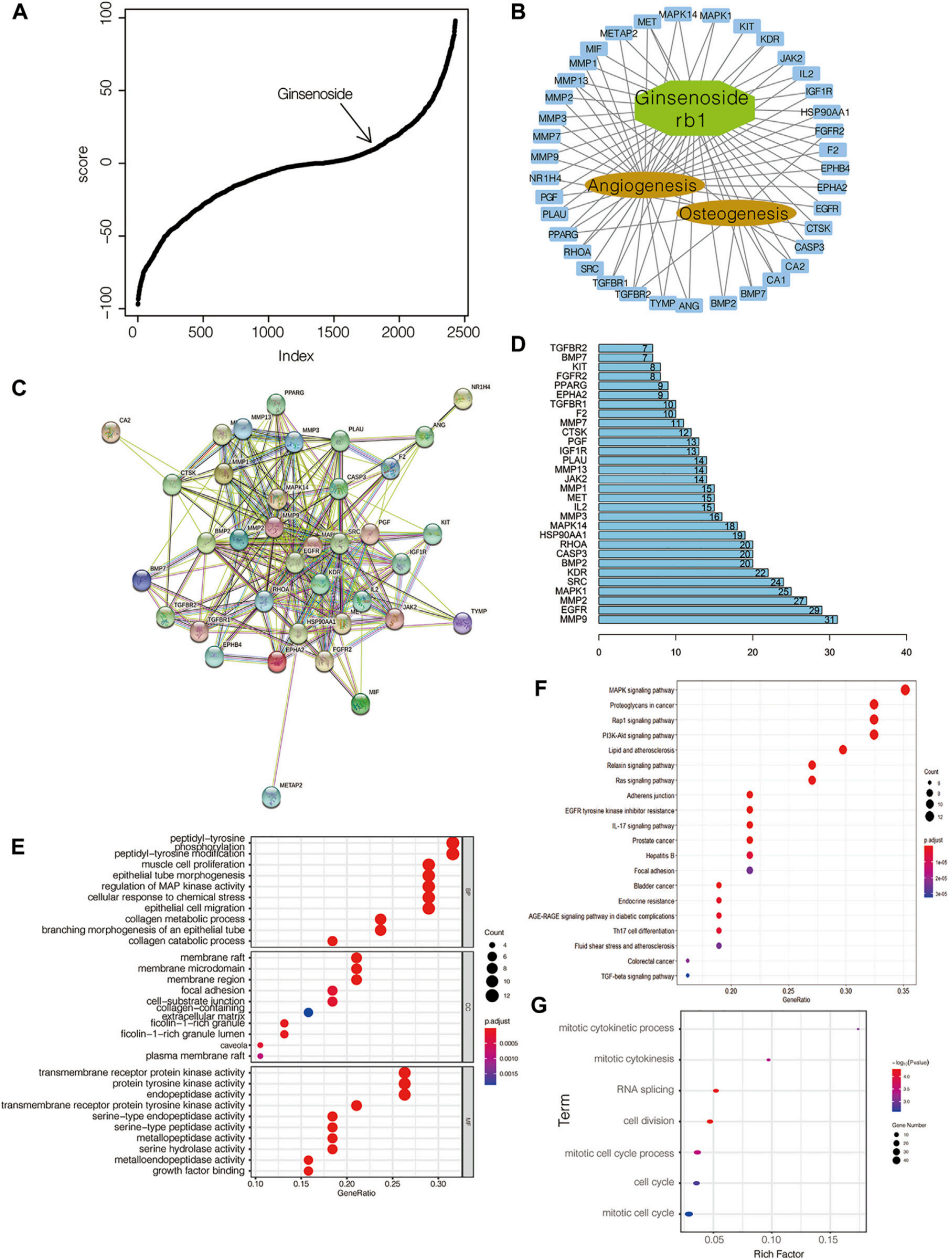
Identification of ginsenoside Rb1 as an osteogenic compound. **(A)** Ginsenoside Rb1 is involved in CMap-based molecular screening results from the icariin-induced gene expression signature; **(B)** network between ginsenoside Rb1-targeted genes and those related to osteogenesis and angiogenesis; **(C)** PPI between ginsenoside Rb1-targeted genes and those related to osteogenesis and angiogenesis; **(D)** hub genes in C; numbers on the bar and the edge number of the corresponding gene in C; **(E)** GO-based and **(F)** KEGG-based gene set enrichment analyses of genes in B; **(G)** GO-based gene set enrichment analysis of differentially expressed genes in BMSCs administered with ginsenoside Rb1 at 20 μM after 24 h treatment.

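Gdf15, a stress-induced cytokine of the TGF-beta family, fell in BMSCs given ginsenoside Rb1, and most other differences in the profile did not pass the test over all genes. Its level was 3.49 ± 0.29 FPKM (SD, n = 3) with Rb1 and 10.1 ± 0.60 FPKM (SD, n = 3) with DMSO, a log2 difference of −1.30 (standard error 0.11, adjusted p = 0.0286 from limma). The table places this gene (ENSRNOG00000019661) on chromosome 16 from 20555394 to 20557978, in a rat build that it does not name. In all, 2 genes had an adjusted p under 0.05 from limma and 2467 had an unadjusted p under 0.05, of which 892 were higher and 1575 lower. The other was a locus named only for a clone, with 1 fragment in each Rb1 library and 0 in each DMSO library. Whether more genes were higher or lower depended on the scaling. With a fold of at least 1.5 as well as an unadjusted p under 0.05 from limma, 228 were higher and 385 lower, against 308 and 246 with quantile normalization. The call of Gdf15 was lost on leaving out any 1 library other than Rb1 replicate 1 (adjusted p from 0.162 to 0.179), with the replicate number as a block (0.221) and with scaling by the median (0.0549). It was also lost in 3 alternatives chosen after seeing the data, voom (0.0958), correction for transcript length (0.0930) and scaling without mitochondrial genes (0.0984). Its log2 difference lay between −1.49 and −1.23 in these settings.

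None of the next genes, which were picked by the smallest p among genes whose groups do not overlap, passed (adjusted p = 0.117 for each from limma). Among the higher ones, Ccl2, a chemokine that attracts monocytes, was at 1357 ± 91.0 FPKM (SD, n = 3) with Rb1 and 815.7 ± 36.3 FPKM (SD, n = 3) with DMSO. The mitochondrial chaperonin gene Hspe1 had a log2 difference of 0.87, the peroxisome biogenesis gene Pex19 one of 1.27, and Ap1s3, of the clathrin adaptor complex AP-1, one of 0.95. Ppih, Abracl, Anp32a, LOC680385 and H3f3c had differences from 0.73 to 1.10, and H3f3c may share reads with near-identical histone H3.3 genes. LOC685963 had 1, 5 and 3 fragments in the Rb1 libraries and 0 in each DMSO library, too few for a fold. On the lower side, the actin-bundling gene Fscn1 had a log2 difference of −1.11, the transcription factor gene Cux1 one of −0.97 and the phospholipid transfer gene Pltp one of −0.62. Wdr82, LOC100912068, Chst2, Fbxl6, Rgmb and Kcnk12 lay between −0.86 and −0.72.

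Of the 3 proteins that the paper names as the core of the predicted targets, the transcript of Bmp2 had a log2 difference of 0.55 (standard error 0.12, adjusted p = 0.117 from limma), from 30, 64 and 66 fragments in the Rb1 libraries and 22 in each DMSO library. At this low level the pseudocount sets the size of the difference, which was 0.74 with a pseudocount of 0.5 and 1.03 with one of 0.1, with adjusted p-values of 0.126 and 0.133 from limma. The separation of its groups gives p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Mmp9 and Egfr had log2 differences of −0.20 and −0.19, with adjusted p-values of 0.334 and 0.514 from limma, and that of Egfr was −0.026 without Rb1 replicate 1. In the list of 62 components of the EGFR, MAPK and PI3K-AKT pathways, 14 were higher and 48 lower by value, and the list did not pass (adjusted p = 0.168 from camera). None of its members passed when adjusted over the list alone. Of 51 angiogenesis genes, 3 rose and 4 fell when adjusted over the list alone, and none passed over all genes. The 3 that rose, Ccl2, Cxcl1 and Il6, are inflammatory cytokines, and those that fell included Col18a1, the source of the angiogenesis inhibitor endostatin, and the TGF-beta co-receptor gene Eng. The angiogenesis list as a whole gave an adjusted p of 0.372 from camera. Of the 5 tested markers of endothelial cells all were lower by value, and Esam, Egfl7 and Tie1 fell when adjusted over the list alone. That list did not pass camera (adjusted p = 0.102) and passed fry, which does not compare it with other genes (adjusted p = 0.0250). The transcript of Vegfa was at 52.9 ± 7.03 FPKM (SD, n = 3) with Rb1 and 57.9 ± 5.35 FPKM (SD, n = 3) with DMSO, with an adjusted p of 0.588 from limma.

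**Figure D2:**
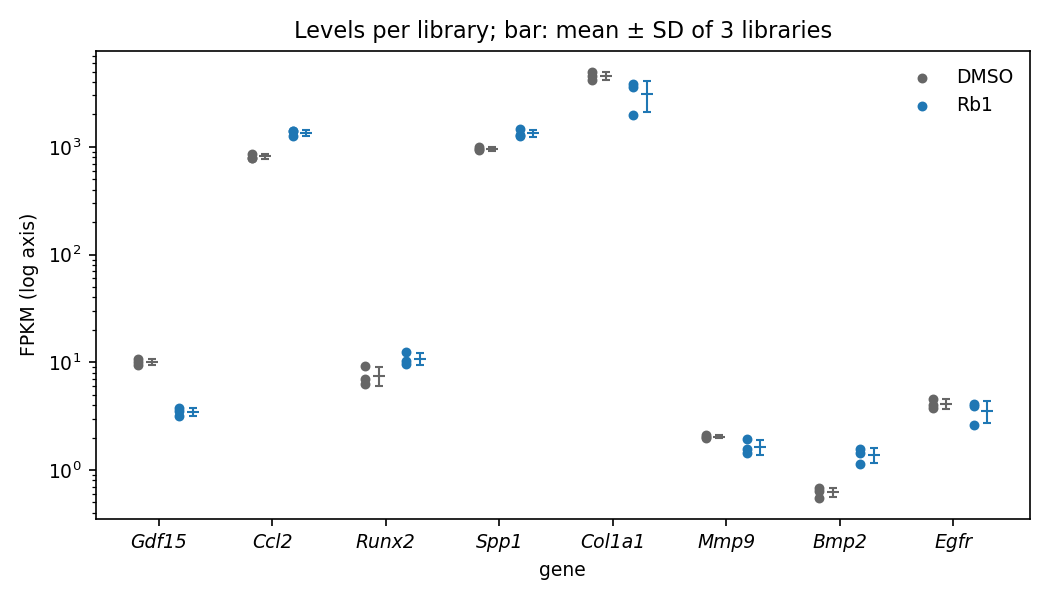
FPKM of 8 genes in each of the 3 DMSO libraries (grey) and the 3 Rb1 libraries (blue) on a log axis, with bars for the mean ± SD. The Rb1 libraries lie below the DMSO libraries for Gdf15, Col1a1 and Mmp9 and above them for Ccl2, Runx2, Spp1 and Bmp2. The groups overlap for Egfr. Of the genes shown only Gdf15 passed over all genes.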

### Ginsenoside Rb1 enhanced osteogenic differentiation of BMSCs

In the present study, the mRNAs of Runx2, ALP, Col-1, OPN, and OCN in BMSCs were detected by the treatment of ginsenoside Rb1 at the concentrations of 10, 20, and 40 µM (Figures 4A–E). It showed that the mRNA expressions of Runx2, ALP, Col-1, OPN, and OCN of BMSCs were enhanced by ginsenoside Rb1 after 3 days of treatment, and this increasing tendency slowed down as the treatment time extended (Figures 4A–E).

**FIGURE 4:**
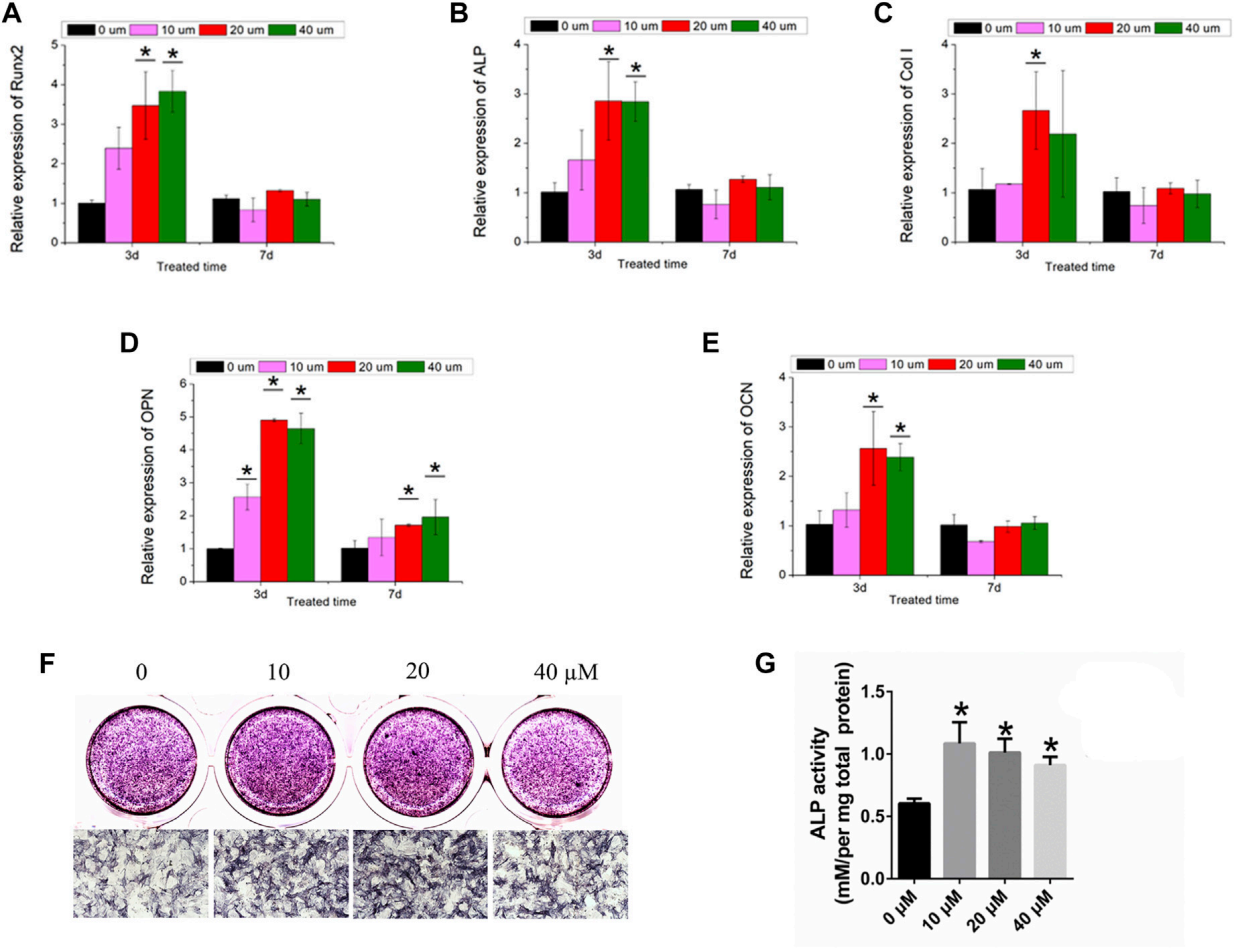
Osteogenic effect of ginsenoside Rb1. **(A–E)** Relative expressions of Runx2, ALP, Col-1, OPN, and OCN in BMSCs by different concentrations of ginsenoside Rb1 at days 3 and 7; **(F–G)** ALP staining and ALP quantitative activity assay of BMSCs administered with ginsenoside Rb1 (*, *p* < 0.05).

Moreover, ALP staining demonstrated that ginsenoside Rb1 significantly increased the ALP activity at 4 days (Figure 4F). Meanwhile, the ALP quantitative activity assay showed that ginsenoside Rb1 at 10, 20, and 40 μM concentrations could raise the ALP activity compared with the control group at day 4 in a dose-dependent manner (Figure 4G).

Taken together, the results proved that ginsenoside Rb1 was of great potential in promoting osteogenic differentiation of BMSCs.

### Ginsenoside Rb1 accelerated bone regeneration

To investigate the osteogenic effect of ginsenoside Rb1 *in vivo*, a tissue-engineered silk fibroin hydrogel gel containing ginsenoside Rb1-loaded HAp granules was applied to the calvarial defect of rats to test its potential for bone regeneration. The micro-CT results showed that much more new bone formation was observed in the silk/HAp/Rb1+BMSCs group at 8 weeks after implantation (Figure 5A). The morphometrical analysis showed that a significantly greater object surface and trabecular number were detected in the silk/HAp/Rb1+BMSC group, which was higher than the other three groups, although there was no significant difference between the silk/HAp/Rb1 group and the silk/HAp/Rb1+BMSC group (Figures 5B,C).

**FIGURE 5:**
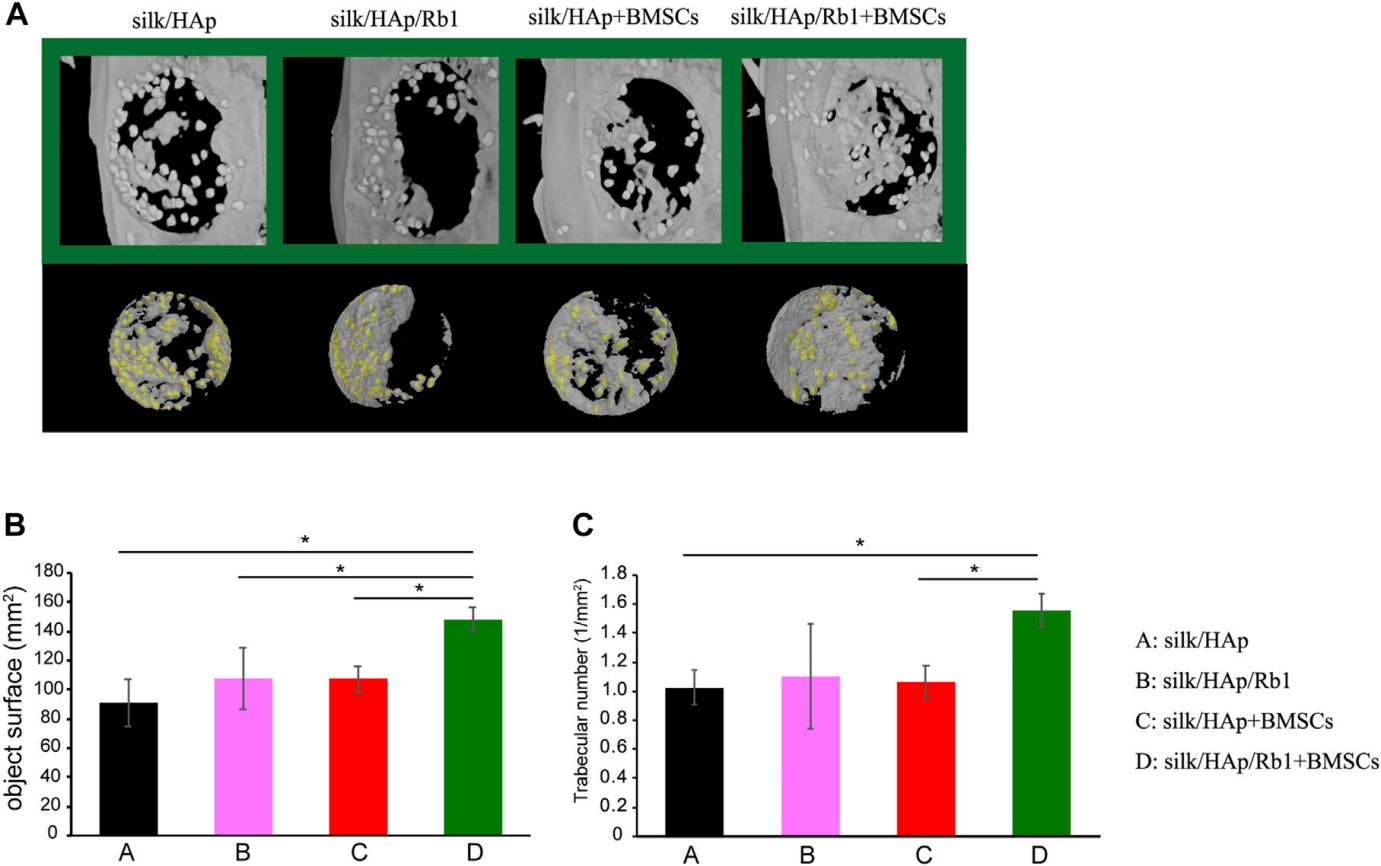
Micro-CT evaluation and morphometric analysis of calvarial defect repair. **(A)** Representative 3D superficial **(B)** object surface and **(C)** the trabecular number of calvarial defects were taken at 8 weeks after implantation, while the yellow color indicated the HAp granules (*, *p* < 0.05).

## Discussion

Natural compounds are the treasure house of pharmacological research. They have attracted much attention because of their wide sources, low toxicity, and high utility (Newman and Cragg, 2020). A variety of natural compounds, including icariin, have been found to have osteogenic effects (Awale et al., 2017; Shi et al., 2022).

With the development of bioinformatic technology and through molecular docking and screening of the gene expression signature induced by a kind of pharmacological action, it has been gradually used to find other small molecules with similar actions in pharmacological research. Based on the icariin-induced gene expression profile in BMSCs, which has been confirmed to have a potent osteogenic effect, we conducted molecular screening to find more natural compounds with a potential osteogenic effect.

The approach used in this study has the following advantages: 1) reliability owing to the use of data from a known modality with a determined pharmacological action; 2) with the help of molecule docking and screening, the potential target proteins mediated by candidate compounds could be predicted precisely; and 3) the ability to identify the affected biological processes by functional gene enrichment analysis.

In order to verify the effectiveness of this method, we first performed the *in vitro* assay of hydroxycholesterol, which has one of the most similar gene expression profiles induced by icariin, and found that it has a potent osteogenic effect. At 7 days, the expression of genes related to osteogenic differentiation in BMSCs increased, and ALP staining confirmed its osteogenic effect (Figure 2). Hydroxycholesterol has been found to induce osteogenesis in human adipose-derived stem cells (Yalom et al., 2014) and mesenchymal stem cells (Bakshi et al., 2019). This osteoinductive effect was mediated by the hedgehog signaling pathway (Bakshi et al., 2019). The direct target of hydroxycholesterol, which was an agonist of the liver X receptor, may not be the same as icariin, but the changes in the gene expression profile are very similar to those induced by icariin and have osteogenic signatures.

Owing to the *in vitro* result of hydroxycholesterol, we verified that this approach of predicting related drugs through an osteogenic gene expression model is effective. Thus, among the compounds with similar gene expression signatures of icariin administration, we identified another natural compound, ginsenoside Rb1. Ginsenoside Rb1, the effective ingredient of ginseng, was found to have multiple bioactive features, such as antitumor, immunoregulation, antioxidative, and neuroprotective effects (Zhou et al., 2019; Ahmed et al., 2016; Xie et al., 2021). We used pharmacological network analysis and molecular docking to predict the pharmacological effect of ginsenoside Rb1, and found that it is concentrated on osteogenesis and angiogenesis and partial to angiogenesis. Through subsequent experiments *in vivo* and *in vitro*, we also verified this conjecture. Although ginsenoside Rb1 has a certain osteoinductive effect, it is weaker than icariin. Otherwise, we found that the angioinductive effect of ginsenoside Rb1 is also prominent, as illustrated in this study and our recent work (Wu et al., 2022). Previous studies have demonstrated the role of ginsenoside Rb1 in bone homeostasis, which includes preventing bone/cartilage destruction and therapeutic properties for osteoporosis (Hossain et al., 2022; Zhu et al., 2016). However, the detailed pathway related to the angioinductive effect mediated by ginsenoside Rb1 remains unclear. From the results of our bioinformatic analysis, the candidates seemed to be EGFR, MAPK, and/or PI3K-AKT signaling pathways (Figures 3D,E).

## Conclusion

In the present study, we used a computer simulation method to widely screen the osteogenic gene expression profiles and obtained a series of potential small molecular compounds with osteogenic effects. Their osteogenic effects were confirmed by experiments *in vivo* and *in vitro*. We provided an important reference for the subsequent research and development of medications for bone repair and regeneration.

## Data Availability

The accession number for the RNA-sequencing datasets of Ginsenoside Rb1-treated BMSCs presented in this article is GSE207667 (Gene Expression Omnibus). The accession number for microarray datasets of Icariin-treated BMSCs presented in this article is GSE208583 (Gene Expression Omnibus).

How the deposited data were processed for this re-analysis (not part of the article)

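RNA-seq of rat BMSCs was analysed in 6 libraries, 3 given ginsenoside Rb1 (20 µM, 24 h) and 3 given DMSO. The sample labels name DMSO, and the dose and time are those of the paper. The labels call the animals female and the paper calls them male. The authors deposited FPKM values, fragments scaled for transcript length and for mapped fragments, for 22062 rows of protein-coding genes. The submitters' processing notes name CASAVA 1.8 and HISAT2 with no version, and hg19 as the build, which does not match the rat identifiers and chromosomes in the table. The authors also deposited a signal in columns headed as counts, which are fragment counts multiplied by 1 factor per library, so that the libraries have nearly equal totals. A small part of these values is not whole, as where an estimate splits fragments between genes. No fold changes or p-values stand in the table. No genome was used here, and GC content was not examined.

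FPKM values of rows that share a symbol were summed (233 symbols had more than 1 row), and rows without a symbol kept their identifier. Genes with an FPKM of at least 1 in at least 3 of 6 libraries were kept, a pseudocount of 1 was added and limma 3.58.1 in R 4.3.3 was fitted to the log2 values (lmFit and eBayes, without trend or robust options) with the group as the only term. Adjusted p-values are Benjamini-Hochberg values over the 10781 genes tested. Of 35 gene lists, 33 had at least 5 tested members and were tested with camera, with adjustment over the lists, and also with camera at an estimated correlation and with fry, which asks whether the genes of a list move one way without comparing them with other genes. Over-representation of 5 lists was tested by a one-sided Fisher's exact test against all genes tested. Single genes that the paper names were also tested by an exact two-sided permutation test, whose smallest p is 0.1. A fold or log2 difference is Rb1 against DMSO on the log2(FPKM + 1) scale.

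The genes named in the text follow a rule set before the data were examined. It takes up to 10 genes per direction with the largest fold among those with an adjusted p under 0.05 and groups that do not overlap, filled up by the smallest p among genes whose groups do not overlap. It adds every gene the paper's text names, up to 4 members of each list with the smallest p, 8 genes of proliferation and angiogenesis, and 5 sex-linked genes. Members of a list beyond these 4, Mt1m, Hvcn1, Gpr39 and the further macrophage and sex-linked genes were chosen after their values were seen. Of 20364 rows with an NCBI gene number, 19353 matched the RefSeq table of the assembly GRCr8, from which only names were taken.

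The fit was tested on simulated data with the means and spreads of these 10781 genes and 200 genes changed in each of 10 runs. It recovered 23.6% of genes changed by 1.5 times, 60.9% at 2 times and 92.3% at 4 times, with 5.3 false calls per run. The changes were added on the log2(FPKM + 1) scale, and the noise was drawn independently for each gene. Factors that genes of a library share were thus left out, so these figures do not give the false calls to be reckoned with in the real libraries. Replicates of a group differed by more than counting noise (chi-square per degree of freedom of 11.4 to 42.1), which does not tell separate cultures from separate preparations of 1 culture. The shallowest library held 8197157 fragments and the deepest 14177062. A gene with 0 fragments is known only to lie below a limit of 3 fragments, for counting error only. The alternatives covered the replicate number as a block, the pseudocount, the filter, the scaling, the variance model, library weights, the summing of rows, the fold minimum, the list test and leaving out each library. Voom on recovered fragments, a minimum of 10 fragments, a correction for transcript length, scaling without mitochondrial genes and the GO terms of the deposited table were added after seeing the data. Effective transcript length was taken from the ratio of scaled counts to FPKM, which had a value for 100% of the genes tested, and its trend was fitted by lowess with a span of 0.3. The paper's supplementary tables of compounds and array genes, and the gene list drawn in its Figure 3B, were not used for any test.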

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

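The test of Rb1 replicate 1 alone, the use of the pseudocount to test the mitochondrial share, the comparison with nuclear respiratory chain genes and the comparison of libraries within a group were chosen after the result was seen. The results of the next paragraph lie outside the genes that the paper discusses for its RNA-seq and differ between Rb1 and DMSO in the main test.

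The 12 mitochondrially encoded transcripts were all higher with Rb1, by a mean of 0.92 on the log2 scale relative to all genes (adjusted p = 1.6e-07 from camera, adjusted p = 0.653 with an estimated correlation). With quantile normalization this was 0.49 (adjusted p = 0.0465). The collagen list was lower by −0.25 relative to all genes (adjusted p = 3.5e-04 from camera, 0.795 with an estimated correlation), with 34 of 38 members lower by value and 8 that fell when adjusted over the list alone. Besides collagen genes it holds genes that process, modify or cross-link collagen, and Bmp1, P3h3 and Loxl1 of these were among the 8. The list of liver X receptor targets was lower by −0.23 (adjusted p = 0.0286 from camera, 0.609 with an estimated correlation), and the call was lost without DMSO replicate 3 (−0.22, adjusted p = 0.0675), Rb1 replicate 2 (−0.22, adjusted p = 0.0874) or Rb1 replicate 3 (−0.24, adjusted p = 0.0630). The same list passed fry (adjusted p = 0.0247). Contractile genes of smooth muscle were higher by 0.26 (adjusted p = 0.0226 from camera, 0.795 with an estimated correlation), a call lost without DMSO replicate 2 (0.23, adjusted p = 0.0529), Rb1 replicate 2 (0.086, adjusted p = 0.449) or Rb1 replicate 3 (0.23, adjusted p = 0.0630) and with quantile normalization (0.23, adjusted p = 0.0650), and the difference was 0.45 without Rb1 replicate 1. Ribosomal protein genes were higher by 0.13 (adjusted p = 0.0226 from camera, 0.856 with an estimated correlation), a direction that turned without Rb1 replicate 1 (−0.020, adjusted p = 0.884) and with array weights (−0.017), and a call that was lost without DMSO replicate 3 (0.065, adjusted p = 0.421) and with quantile normalization (0.034, adjusted p = 0.623). With a mean FPKM of at least 5 the calls of the ribosomal protein genes (adjusted p = 0.0693), smooth muscle genes (0.0693) and liver X receptor targets (−0.26, adjusted p = 0.0702) were lost. After correction for transcript length, an alternative chosen after seeing the data, the calls of the ribosomal protein genes (0.07, adjusted p = 0.316) and of the liver X receptor targets (−0.20, adjusted p = 0.0649) were lost too. Gdf15 passed over all genes with an adjusted p of 0.0286 from limma. The clone-named locus AABR07054264.1 passed with an adjusted p of 0.00534 from limma, on 1 fragment in each Rb1 library and 0 in each DMSO library.

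The first pattern weighed is the higher level of the G2 and mitosis, cytokinesis and splicing lists and the lower level of the collagen list. A trend between libraries on transcript length is argued against as the whole cause. All 4 lists kept an adjusted camera p under 0.05 after each library was corrected for it, with adjusted p-values from 7.5e-04 to 0.0134. An effect of Rb1 replicate 1 alone is argued against as well, since without it all 4 lists again passed, although the collagen difference shrank from −0.25 to −0.13. A larger mitochondrial share acts as 1 factor per library, which moves a list against the other genes only through the pseudocount and the filter, so scaling without the mitochondrial genes decides nothing here. Such an effect would shrink with the pseudocount, and with one of 0.1 in place of 1 all 4 lists passed, with differences of 0.20, 0.17, 0.19 and −0.25 relative to all genes, which argues against it as the whole cause. All 4 calls used the preset correlation and end with an estimated one. At the same threshold and preset correlation, other splits of the 6 libraries, which mix the groups, called from 2 to 10 lists. Keeping a call therefore shows that a correction did not remove it, and does not exclude other differences between libraries. An effect of Rb1 stays open as a hypothesis.

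The second pattern is the rise of the mitochondrially encoded transcripts, of which 7 rose when adjusted over the list alone. Mt-nd6 was at 178.7 ± 15.4 FPKM (SD, n = 3) with Rb1 and 83.5 ± 28.1 FPKM (SD, n = 3) with DMSO, and Mt-atp8, which overlaps Mt-atp6 and may share its reads, had the largest log2 difference of the list, 2.15. A joint induction of the whole respiratory chain is argued against by its nuclear genes, whose mean difference relative to all genes was 0.049, with 33 of 68 higher and 35 lower. A trend on transcript length is argued against by the difference of 0.86 that remained after the correction. Mitochondrial genes held 8.10%, 10.1% and 8.62% of the fragments in the Rb1 libraries and 4.76%, 5.86% and 7.45% in the DMSO libraries, so the gap of 0.649 percentage points is smaller than the range of 2.69 within DMSO, and differences between libraries of 1 group cannot be told apart from an effect of Rb1 (exact permutation test, p = 0.1, the smallest possible).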

How the results depend on the processing

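The settings with voom, at least 10 fragments, length correction, scaling without mitochondrial genes and GO terms of the table were chosen after seeing the data. The number of genes at an adjusted p under 0.05, 2 in the main test, was 0 with the replicate number as a block, 1 with at least 1 FPKM in all 6 libraries, 1 with a mean of at least 5, 1 with scaling by the median, 800 (314 higher, 486 lower) with array weights, which gave Rb1 replicate 1 a weight of 0.218, and from 0 (without DMSO replicate 2 or 3 or Rb1 replicate 2 or 3) to 6 (without Rb1 replicate 1) on leaving out each library. It was 0 with voom on recovered fragments, 1 with at least 10 fragments, 0 when length-corrected and 1 when scaled without mitochondrial genes. Voom left 2521 genes at an unadjusted p under 0.05. With array weights 2 of the genes the paper names passed, Spp1 (adjusted p = 0.0393) and Bmp2 (0.0316), against 0 in every other setting. The 613 genes at an unadjusted p under 0.05 and a fold of at least 1.5 (228 higher, 385 lower) became 1190 (110 higher, 1080 lower) with scaling to equal FPKM sums, which moved the median of all genes from −0.07 to −0.21, 554 (308 higher, 246 lower) with quantile normalization, 590 (356 higher, 234 lower) with scaling by the median, 549 (289 higher, 260 lower) when length-corrected, 962 with voom, 65 at a fold of 2 and 2467 with no fold minimum, and ranged from 458 to 911 without single libraries, without Rb1 replicate 1 giving the lowest count. The 8 lists past the threshold became 3 with a mean of at least 5, 0 with an estimated correlation, 2 with fry (1 of them in the main 8) and 5 (without Rb1 replicate 2 or 3) to 11 (without DMSO replicate 1) without single libraries. The call of G2 and mitosis (0.16 relative to all genes) was lost with a mean of at least 5 (0.18), an estimated correlation (0.16) and fry. That of cytokinesis (0.14) was lost with a mean of at least 5 (0.14), an estimated correlation (0.14) and fry. That of splicing (0.17) was lost with an estimated correlation (0.17) and fry. Fry does not compare a list with other genes, and the mean log2 differences of these lists by themselves were 0.099, 0.0745 and 0.106. S phase (0.16) passed with quantile normalization (0.18). Without single libraries the value of S phase ranged from 0.11 to 0.19, of G2 and mitosis from 0.15 to 0.18, of cytokinesis from 0.13 to 0.16 and of splicing from 0.15 to 0.18. Ribosomal protein genes turned to −0.017 with array weights and ranged from −0.020 to 0.21 without single libraries, and with quantile normalization their call was lost (0.034), as was that of smooth muscle genes (0.23), while the mitochondrially encoded list fell from 0.92 to 0.49. Ccnb1 turned to 0.086 with quantile normalization, 0.062 with scaling by the median and 0.016 when length-corrected, Cdk1 to −0.080 and Ccnd1 to −0.14 with scaling to equal FPKM sums, and Ccnd1 to −0.012 when scaled without mitochondrial genes. Without single libraries Ccnb1 ranged from −0.10 to 0.087, Ccnd1 from −0.049 to 0.061, Cdkn1a from −0.22 to 0.036 and Pcna from −0.051 to 0.30. The cause was not tested, except that stricter filters and left-out libraries leave fewer genes or samples. Over-representation gave 0 lists in every setting. The replicate numbers showed no clear pairing of the libraries, with correlations of −0.004, −0.042 and 0.16 between same-numbered libraries. Differently numbered pairs ranged from −0.171 to 0.145. Such small values from 3 libraries per group do not exclude a pairing. With the block 8 lists passed. The authors' own p-values could not be used, since the table holds none. Depth limits genes at few fragments: 156 of the genes tested had under 10 fragments in more than 3 libraries.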

Differences from the paper's values

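The paper states that the GO terms over-represented among the differentially expressed genes were mainly those of the cell cycle, and Figure 3G also shows RNA splicing. It gives no threshold for these genes in its text. Here none of the 4 cell cycle lists and the splicing list was over-represented (one-sided Fisher's exact test, adjusted p = 1 for every list, among 613 genes at an unadjusted p under 0.05 and a fold of at least 1.5), and no alternative that was run gave a call, the smallest adjusted p for these lists being 0.0667, for splicing when length-corrected, an alternative chosen after seeing the data. The fold was taken on FPKM + 1, so a gene at a low level could change by more than 1.5 times and not be called. Ccne2, at 1.32 FPKM with Rb1 and 0.58 FPKM with DMSO, was such a gene. With a pseudocount of 0.1, S phase held 2 called genes, G2 and mitosis 3 and the regulators 1, against 2.345, 3.685 and 3.099 drawn by chance. Among the 228 higher genes alone, cytokinesis had 4 genes where 1.38 would be drawn by chance (unadjusted p = 0.0485, adjusted p = 0.242) and splicing 5 against 2.71 (unadjusted p = 0.135, adjusted p = 0.337). With GO terms from the deposited table, an alternative chosen after seeing the data, mitotic cytokinesis had 2 of 20 genes called (unadjusted p = 0.301, hypergeometric), RNA splicing 4 of 66 (0.494), the mitotic cell cycle 1 of 27 (0.783) and cell division 3 of 125 (0.971). Among higher genes alone the unadjusted p was 0.0578 for mitotic cytokinesis (2 of 20), 0.140 for RNA splicing (3 of 66), 0.415 for the mitotic cell cycle and 0.446 for cell division, with an adjusted p of 1 for each. Of related terms that Figure 3G does not show, RNA processing had 7 of 37 genes called (unadjusted p = 0.00352), or 4 of 37 among higher genes alone (0.00572), and positive regulation of cyclin-dependent protein serine/threonine kinase activity had 2 of 9 among higher genes alone (0.0126), again with an adjusted p of 1 for each. These are direct annotations that were not passed up the ontology, so their sizes are not those of Figure 3G. In camera, which compares a list with all other genes, the lists of G2 and mitosis, mitotic cytokinesis and RNA splicing were higher with Rb1 at a preset correlation, with adjusted p-values of 0.0116, 0.0226 and 2.9e-04, and none of these calls held with an estimated correlation (adjusted p = 0.609 for each).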

Other observations

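The test of macrophage transcripts and the test of GO terms were chosen after the result was seen. The 5 osteogenic transcripts that the paper measured by RT-PCR at later times were not uniformly higher at 24 h, a time at which the paper reports none of them. Runx2, the transcription factor that commits cells to the osteoblast lineage, was at 10.8 ± 1.43 FPKM (SD, n = 3) with Rb1 and 7.50 ± 1.52 FPKM (SD, n = 3) with DMSO (adjusted p = 0.157 from limma). Spp1, which encodes osteopontin, was at 1336 ± 109 FPKM (SD, n = 3) and 959.7 ± 34.2 FPKM (SD, n = 3), with an adjusted p of 0.118 from limma, and passed when adjusted over the osteoblast list alone (adjusted p = 0.0470), as did Bmp2. Col1a1 had a log2 difference of −0.60 (adjusted p = 0.209 from limma) and Alpl one of −0.37 (adjusted p = 0.387 from limma), which were −0.30 and −0.10 without Rb1 replicate 1, so their size rests largely on that library. Bglap, which encodes osteocalcin, had 1, 0 and 2 fragments in the Rb1 libraries and 0 in each DMSO library, too few for a fold. The osteoblast list as a whole gave an adjusted p of 0.564 from camera, and its mean and median lay below 0, while the test, relative to all genes, pointed up. Gapdh, whose primers the paper lists, was at 571.0 ± 62.0 FPKM (SD, n = 3) with Rb1 and 820.2 ± 57.5 FPKM (SD, n = 3) with DMSO (adjusted p = 0.118 from limma), and was lower under every scaling tried.

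Of 29 inflammatory genes, 7 rose and 2 fell when adjusted over the list alone, and none passed over all genes. Il6 was at 7.17 ± 1.54 FPKM (SD, n = 3) with Rb1 and 3.50 ± 0.73 FPKM (SD, n = 3) with DMSO, and Ccl2, Cxcl1 and Il33 also rose, whereas Relb and Tnfaip2 fell. The list did not pass camera (adjusted p = 0.260), and its median was below 0 while its mean was above. Among liver X receptor targets, Pltp, Srebf1 and Fasn, genes of lipid transfer and fatty acid synthesis, fell when adjusted over the list alone, with log2 differences of −0.62, −0.84 and −0.84. Of 25 genes of cholesterol synthesis, 11 were higher and 14 lower by value. When adjusted over the list alone 3 rose, among them Idi1 (0.88), and 6 fell, among them Tm7sf2 (−0.63), none passed over all genes, and the list had an adjusted p of 0.892 from camera. GO terms of the deposited table, tested after seeing the data among genes lower with Rb1, gave 1 term past the threshold, the cellular response to zinc ion, with 4 of 5 genes called (adjusted p = 0.0138), namely the metallothionein genes Mt2A and Mt1m, Hvcn1 and Gpr39. Over both directions the same term had an adjusted p of 0.0801.

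The counts of genes were set against other splits of the 6 libraries. There are 10 splits, too few for a share under 0.05. The real split gave 2 genes at an adjusted p under 0.05 against at most 1 in another split. Of these 2, the clone-named locus AABR07054264.1 passed on 1 fragment in each Rb1 library and 0 in each DMSO library. Without that locus the count does not exceed the highest of another split. The real split gave 613 genes at an unadjusted p under 0.05 and a fold of at least 1.5 against at most 191. It gave 8 gene lists at an adjusted p under 0.05, and every other split called lists too, from 2 to 10. The groups did not overlap in 3478 of 10781 genes (32.3%), where the mean over all splits is 10%. Genes of a library can move together, so the share of a single split can lie far from 10% without an effect of Rb1. The share in the other splits is not given here.

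Transcripts of macrophages were abundant in all 6 libraries, for example Lyz2 at 3466 ± 230.1 FPKM (SD, n = 3) with Rb1 and 2867 ± 27.7 FPKM (SD, n = 3) with DMSO, and Tyrobp at 281.5 ± 21.4 FPKM (SD, n = 3) and 304.8 ± 11.0 FPKM (SD, n = 3). Of the macrophage list, 84.6% of the genes reached an FPKM of 1 in all 6 libraries, against 18.2% of endothelial, 20% of neutrophil and 6.67% of erythroid markers, and 0 of its genes stand in another list. A candidate explanation is that adherent macrophages or their RNA were part of the cultures. The list did not differ between Rb1 and DMSO by camera (adjusted p = 0.718), which does not show that the groups were alike, and no sort of the cells is described.

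Y-linked transcripts were present in every library, whereas the labels call the animals female and the paper calls them male. Kdm5d was at 4.84 ± 0.75 FPKM (SD, n = 3) with Rb1 and 4.45 ± 0.36 FPKM (SD, n = 3) with DMSO, and Eif2s3y at 44.5 ± 13.9 FPKM (SD, n = 3) and 29.8 ± 3.92 FPKM (SD, n = 3). Both have copies on chromosome X, Kdm5c and Eif2s3, with which they may share reads. A row named Ddx3 on chromosome Y, a symbol that the RefSeq table gives as a synonym of Ddx3y, was at 14.7 ± 6.18 FPKM (SD, n = 3) and 7.29 ± 2.01 FPKM (SD, n = 3), and the row named Ddx3y lies on chromosome 13 and had at most 1 fragment per library. Sry and Usp9y had 0 fragments in all 6 libraries. Xist and Uty have no row of that name. For Xist, whose RNA codes for no protein, this says nothing, since the deposited values cover protein-coding genes only.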
